A study of Homo sapiens with 8 samples. Its data were reported in "Reciprocal inhibition of NOTCH and SOX2 shapes tumor cell plasticity and therapeutic escape in triple-negative breast cancer" (2024).

How the data were processed

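The screen measured the abundance of single guide RNAs (sgRNAs) of the human GeCKOv2 knockout library, parts A and B combined, in genomic DNA of MB157R cells. MB157R is a triple-negative breast cancer line that was made resistant to γ-secretase inhibition and stably expresses Cas9. Cells were transduced at a coverage of at least 200-fold, selected with puromycin for 4 days and combined. From that single pool, 2 aliquots were taken at T0, and the rest was split into 3 cultures with DMSO and 3 with the γ-secretase inhibitor (GSI) LY3039478 at 10 µM until day 14. This gave 8 libraries, 2 at T0, 3 with DMSO and 3 with GSI, which were amplified by PCR from genomic DNA and sequenced as single-end reads.

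Per the labels, the authors trimmed reads with bcl2fastq 2.19, checked them with FastQC 0.11.5 and assigned them to sgRNAs with the count command of MAGeCK 0.5.9.2 at default settings. The deposited count table gives the raw read count of each sgRNA in each library, and all comparisons were made from it. The deposited normalized table gives a signal per sgRNA, which in each library was the raw count multiplied by a constant, and it served only as an alternative for the measures of library representation. The tables hold 119461 sgRNAs, of which 111627 target 18913 genes, 6834 target 1795 microRNAs and 1000 are non-targeting controls. The count tables were read for guide names, gene symbols and counts alone. Gene positions were taken from the GENCODE annotation of GRCh38, with older symbols matched to current ones. Raw reads and guide sequences were not analysed here.

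Computation was done in R 4.3.3. Guides with a mean raw count of at least 10 over the 8 libraries were kept, which left 116852 guides (97.8%) and removed 2609. Guides were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, limma 3.58.1) on raw counts with median-ratio size factors. Each fit held only the groups compared: GSI against DMSO, DMSO against T0, and GSI against T0. Genes were tested by robust rank aggregation (RRA) of the one-sided guide p-values, with an alpha of 0.25 and 1000000 random draws per number of guides, separately for the low and the high side. The smallest p these draws can give is 1e-06. MAGeCK's own test was not used here, and the RRA was written anew. Genes needed at least 4 tested guides. Non-targeting controls were left out of the gene test and microRNAs were tested apart. The fold change of a gene is the median log2 fold change of its guides, and its error is the SD over guides. Mean normalized counts of a gene are over its tested guides, with the SD between libraries. P-values were adjusted by the Benjamini-Hochberg method, and a result was called at an adjusted p under 0.05.

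Before the data were examined, 27 gene lists were fixed: γ-secretase, Notch pathway, SOX and pluripotency factors, factors and mesenchymal markers of epithelial-mesenchymal transition (EMT), epithelial markers, breast cancer stem cell markers, dasatinib target kinases, ERBB/RAS/MAPK signalling, PI3K/AKT/mTOR signalling, tumour suppressors and cell cycle inhibitors, WNT signalling, Hippo signalling, polycomb repressive complexes, the SWI/SNF complex, the mediator complex, drug efflux transporters, the cytosolic ribosome, the proteasome, the spliceosome, RNA polymerases and general transcription, DNA replication, mitosis and kinetochore, aminoacyl-tRNA synthetases, mitochondrial ribosome and respiratory chain, olfactory receptors, keratin-associated proteins, and microRNA targets. Olfactory receptors and keratin-associated proteins served as a reference of genes not needed in these cells. The guides of each list, and the non-targeting controls as a further list, were compared with all other guides by camera (limma) with a correlation preset to 0.01 and again with an estimated correlation, and p-values were adjusted over the 28 lists. Members were also tested with p-values adjusted over the list alone. Per library, the level of a list is the median over its guides of the log2 normalized count plus 1, minus the mean of the T0 libraries.

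The genes named were set by a rule fixed at the same time. They are the 8 genes with the lowest p on each side of each comparison, for GSI against DMSO also SOX2, NOTCH1, RBPJ and the 6 γ-secretase genes, and up to 3 members per list with the lowest p on the side of the list test. Some genes that the rule takes are left out of the text. Genes outside this rule are named as chosen after their values were seen. The thresholds of the study were applied to the RRA p-values as well. Measures of library representation were compared by exact two-sided permutation tests, which with 3 against 3 libraries cannot give a p under 0.1.

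The libraries held 12.1 M to 18.2 M counts (M, 1e+06), with median counts per guide from 66 to 112. Reads of PCR products without molecular identifiers are not independent molecules, so depth sets the counting error only. The p-values measure the spread between separate cultures, or T0 aliquots, of 1 transduced pool. They do not cover the spread between transductions.

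The procedure was tested on simulated data made from the fitted dispersions, with 50 genes changed at each size. Each changed gene was given a single size of change. In the data the guides of a gene can differ, with an SD of 2.24 for GAPDH in DMSO against T0. The shares called among real genes may therefore be lower than those simulated. For GSI against DMSO, 26% of genes lowered by 1 on the log2 scale and 94% of genes lowered by 2 were called, as were 50% of genes raised by 1 and 98% of genes raised by 2. For DMSO against T0 the shares were 0%, 20%, 2% and 82% in that order, and for GSI against T0 they were 4%, 48%, 22% and 92%. Among unchanged genes, 5, 1 and 3 were called in the same order of comparisons.

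Alternatives covered the size factors (TMM, library totals, non-targeting controls), the guide filter, the guide statistic (DESeq2 1.42.0, a MAGeCK-like statistic), the gene test (fry, other RRA alphas, mean fold change, no minimum of guides), all 8 libraries in a joint fit, the estimated correlation, a replicate block, and each library left out in turn. No library was left out of the reported values.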

Results

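Guide abundance was measured in 8 libraries of genomic DNA from MB157R cells, 2 from T0 and 3 each from DMSO and GSI cultures at day 14. Total counts were 17.7 M and 15.2 M (M, 1e+06) in T0 replicates 1 and 2. They were 13.0 M, 15.5 M and 12.1 M in DMSO replicates 1 to 3, and 18.2 M, 17.6 M and 12.9 M in GSI replicates 1 to 3. In GSI replicate 1, a guide against VPS33B, a subunit of a complex for endosome to lysosome traffic, took 38.8% of all counts. Without that guide the total of this library was 11.1 M, and its median count per guide was 66, against 80 to 112 in the other 7 libraries.

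The T0 libraries lacked more guides than those of day 14. Guides at a count of 0 made up 5.12% and 11.5% of the library in T0 replicates 1 and 2. The share was 3.15% ± 0.692 (SD, n = 3) with DMSO and 1.51% ± 0.837 (SD, n = 3) with GSI (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). After thinning every library to 9.95 M counts, the share was 3.10%, 4.32% and 2.78% in DMSO replicates 1 to 3. It was 0.739%, 2.79% and 1.56% in GSI replicates 1 to 3. The full separation was thus lost by a narrow margin, between GSI replicate 2 and DMSO replicate 3. GSI replicates 1 and 3 stayed under all DMSO libraries, so unequal depth does not account for their lower share. The Gini index of the counts, a measure of their inequality, was 0.468 ± 0.0187 with DMSO and 0.527 ± 0.140 with GSI (SD, n = 3 each, exact p = 0.9). The top 1% of guides held 5.74% ± 0.424 of counts with DMSO and 19.7% ± 24.5 with GSI (SD, n = 3 each, exact p = 0.8), and 47.9% in GSI replicate 1 alone. Total counts did not differ beyond the spread between libraries (13.5 M ± 1.81 with DMSO, 16.3 M ± 2.90 with GSI, SD, n = 3 each, exact p = 0.3). Over guides, which are not independent replicates, Spearman's rho was 0.411 between the T0 libraries, 0.639 to 0.657 within DMSO and 0.689 to 0.748 within GSI. The highest value of all library pairs, 0.828, was that of DMSO replicate 1 with GSI replicate 1.

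DMSO against T0 asked which genes the resistant cells needed to grow without the inhibitor. Guides against 9 of the 28 lists fell together. With an estimated correlation 7 of the 9 held, and the proteasome (adjusted p = 0.0515 with an estimated correlation) and the tRNA synthetases (adjusted p = 0.115 with an estimated correlation) did not. The cytosolic ribosome fell most, by a median of −1.04 on the log2 scale over 396 guides (adjusted p = 1.16e-10, camera), and 64 of its 72 genes had a negative fold change. Among single genes, guides against 6 were depleted. These were GAPDH, the glycolytic enzyme, NAA10, an N-terminal acetyltransferase, CENPW, a kinetochore protein, SHQ1, an assembly factor of ribonucleoproteins, RPL37A of the large ribosomal subunit, and LOC440243.

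GAPDH (chromosome 12, 6534512 to 6538374) had a log2 fold change of −4.26 ± 2.24 (SD over guides), with mean normalized counts of 159 ± 28.0 at T0 (n = 2) and 45.7 ± 23.9 with DMSO (n = 3; adjusted p = 0.00928 from guide tests in edgeR). NAA10 (chromosome X, 153929225 to 153935080) had a fold change of −3.62 ± 2.98 and counts of 157 ± 1.57 against 50.2 ± 4.62 at the same adjusted p. CENPW (chromosome 6, 126340115 to 126348875) had a fold change of −2.82 ± 1.30, with counts of 149 ± 31.1 against 25.2 ± 6.97 (adjusted p = 0.0297). SHQ1 (chromosome 3, 72749277 to 72861914) and RPL37A (chromosome 2, 216498825 to 216579180) shared that adjusted p, with fold changes of −2.41 ± 1.59 and −2.77 ± 3.61. LOC440243, a locus symbol with no match in the annotation used, had a fold change of −2.21 ± 1.34 (adjusted p = 0.0402). SYS1, next on the low side, did not pass, at −1.38 (adjusted p = 0.0584). No gene was called higher by RRA on edgeR guide tests, with 991 at an unadjusted p under 0.05, and fry called 1. The lowest p on the high side was that of VAX1, a homeobox factor (chromosome 10, 117128521 to 117138301), at 2.75 ± 1.60 with counts of 55.8 ± 10.4 at T0 and 160 ± 34.5 with DMSO (adjusted p = 0.223). PSG8, ACER2, POLR3G, ZNF599, TTC3 and IL4R also had low p-values on that side, with fold changes from 0.52 for IL4R to 2.81 for POLR3G.

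Among the other lists that fell in DMSO against T0, the spliceosome had a median of −0.76 (adjusted p = 5.79e-08, 41 of 44 genes negative), with SF3B1 at −2.45 (adjusted p = 0.259), DHX38 at −2.05 and PRPF4 at −0.82. RNA polymerases and general transcription had a median of −0.75 (29 of 34 genes negative), with POLR3A at −2.66 (adjusted p = 0.212), GTF2B at −2.06 and POLR3B at −1.63. DNA replication had a median of −0.68 (32 of 40), with RPA3 at −3.43 (adjusted p = 0.0966), PCNA, the polymerase clamp, at −4.31, and GINS3 at −1.98. Proteasome guides had a median of −0.70 (28 of 32, adjusted p = 0.0515 with an estimated correlation), with PSMC4 at −2.19, PSMD1 at −1.96 and PSMB1 at −1.63. Aminoacyl-tRNA synthetases had a median of −0.87 (17 of 20, adjusted p = 0.115 with an estimated correlation), with YARS at −2.56, DARS at −2.19 and VARS at −0.83. These 4 lists shared an adjusted p of 7.38e-06 with the preset correlation. Mitosis and kinetochore had a median of −0.56 (31 of 38, adjusted p = 9.87e-05), with ANAPC4 at −2.25, CDC16 at −1.58 and SMC2 at −1.29. The mediator complex had a median of −0.53 (23 of 31, adjusted p = 0.00264), with MED20 at −1.64, MED28 at −0.89 and MED11 at 0.12, whose median differs in sign from its test. The mitochondrial ribosome and respiratory chain had a median of −0.52 (44 of 56, adjusted p = 0.00580), with ATP5B at −1.90, COX4I1 at −1.75 and ATP5A1 at −1.49. No list example except RPL37A was called over all genes. In the ribosome list, where RPS18 stood at −2.48 (adjusted p = 0.0987), 26 genes were called lower adjusted over the list alone and 1 over all genes. Adjusted over the list alone, 9 genes were called in RNA polymerases and general transcription, 7 in the spliceosome, 6 in mitosis and kinetochore, 5 in the proteasome, 3 in DNA replication, 3 among tRNA synthetases, 2 in the mitochondrial list and 0 in the mediator complex, against 0 over all genes in each of these lists.

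The non-targeting controls had a median of 0.25 over 999 guides (adjusted p = 0.0510, and 0.0289 with an estimated correlation). Scaling to these controls shifted the median of all genes to −0.27, and relative to that median the spliceosome stood at −0.78 in place of −0.76. The other 18 lists did not pass, with adjusted p = 0.233 for Hippo signalling, 0.267 for PI3K/AKT/mTOR, 0.292 for tumour suppressors and cell cycle inhibitors, 0.303 for both ERBB/RAS/MAPK and WNT, 0.318 for dasatinib targets, 0.377 for efflux transporters, 0.379 for EMT and 0.380 for both γ-secretase and olfactory receptors. It was 0.803 for polycomb, 0.808 for both Notch and stem cell markers, 0.851 for keratin-associated proteins, 0.900 for epithelial markers, 0.955 for microRNA targets and 0.962 for both SOX factors and SWI/SNF. For guides DMSO vs T0 none was called by edgeR, with 4167 lower and 4890 higher at an unadjusted p under 0.05, and DESeq2 called 6615. Without T0 replicate 1 and without T0 replicate 2, 0 genes were called in each case, while the fold changes were −3.08 and −3.83 for GAPDH DMSO vs T0, −3.69 and −3.45 for NAA10 DMSO vs T0 and −2.93 and −2.57 for CENPW DMSO vs T0. Guide calls in edgeR went to 8294 and 18 in the same order. The mitochondrial list lost its call without T0 replicate 1 (adjusted p = 0.0737).

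GSI against T0 asked the same of cells grown with the inhibitor. Guides against 8 lists fell, again headed by the cytosolic ribosome with a median of −0.75 (adjusted p = 4.35e-08, 61 of 72 genes negative). None of the 8 lists held with an estimated correlation. The adjusted p was then 0.0767 for DNA replication, spliceosome and mitosis and 0.0859 for ribosome, RNA polymerases and mediator. It was 0.167 for tRNA synthetases and 0.184 for the proteasome. The estimated correlation was over the preset 0.01 for ribosome (0.0158), proteasome (0.0180) and tRNA synthetases (0.0279). It was under 0.01 for spliceosome (0.000780), DNA replication (0.00295), mitosis (−0.00199), mediator (0.000466) and RNA polymerases (0.00571). For the latter lists a higher correlation does not account for the lost call. No gene passed. The lowest p-values on the low side were those of ATP6V0D1, a subunit of the vacuolar proton pump, SNRNP25 of the minor spliceosome, and SYMPK, a scaffold of mRNA 3′ end processing. ATP6V0D1 (chromosome 16, 67438014 to 67481181) had a fold change of −2.50 ± 3.66 (SD over guides), with normalized counts of 151 ± 50.6 at T0 (n = 2) and 27.7 ± 4.20 with GSI (n = 3; adjusted p = 0.0743, edgeR guide tests). SNRNP25 (chromosome 16, 53828 to 57669) stood at −2.53 ± 1.54 (counts of 221 ± 9.52 against 68.1 ± 5.98) and SYMPK at −1.70, at the same adjusted p.

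Next were BARD1, the partner of BRCA1, at −2.81 and GEMIN5, a factor of snRNP assembly, at −2.80 (adjusted p = 0.0966 each), then DARS at −1.57, SART3 at −2.11 and GAPDH at −2.65 ± 1.58 (adjusted p = 0.145 for GAPDH). VAX1 again led the high side at 2.44 ± 1.66 (counts of 55.8 ± 10.4 against 148 ± 22.9, adjusted p = 0.167). CAMKV, CLEC2B, ZNF599, PEG3, SYK and IFNA5 also had low p-values on that side, from 0.26 for PEG3 to 3.95 for CAMKV. At an unadjusted p under 0.05 there were 1100 genes lower and 1008 higher, and RRA on DESeq2 statistics called 1 lower.

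In GSI against T0, DNA replication had a median of −0.66 (31 of 40 genes negative) and the tRNA synthetases of −0.63 (19 of 20), both at adjusted p = 5.34e-05. GINS1 stood at −2.45, GINS3 at −1.90 and RPA3 at −1.23 in the first list, and YARS at −2.16 and EPRS at −1.02 in the second. The spliceosome at −0.65 (35 of 44) and RNA polymerases and general transcription at −0.56 (29 of 34) had an adjusted p of 8.13e-05. In the spliceosome, PRPF4 stood at −0.40, SF3B4 at −1.94 and DHX38 at −2.09. Among RNA polymerases and general transcription, POLR2C stood at −0.88, TAF10 at −0.46 and ERCC3 at −1.27. The proteasome had a median of −0.52 (26 of 32, adjusted p = 0.00118), with PSMB3 at −1.22, PSMD4 at −0.40 and PSMB7 at −1.42. Mitosis and kinetochore had a median of −0.46 (30 of 38, adjusted p = 0.00137), with ANAPC2 at −2.17, SMC2 at −1.08 and SPC24 at −1.94. The mediator complex had a median of −0.44 (23 of 31, adjusted p = 0.0128), with MED28 at −1.16, MED20 at −1.02 and MED1 at −1.09. Adjusted over the list alone, 24 genes were lower in the ribosome list, among which RPL37A stood at −2.55, RPS21 at −1.49 and RPL17 at −0.81. The counts were 4 in the spliceosome, 4 in RNA polymerases and general transcription, 3 in DNA replication, 2 among tRNA synthetases and 0 in each of the remaining 3 lists, against 0 over all genes in every list.

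Library totals shifted the median of all genes to −0.16 and scaling to non-targeting controls to −0.24, and the spliceosome stood at −0.69 and −0.65 relative to these. The mitochondrial list had an adjusted p of 0.0615 and the non-targeting controls one of 0.206 (median 0.19). The remaining 18 lists had adjusted p-values from 0.247 for tumour suppressors and cell cycle inhibitors to 0.986 for SWI/SNF. For guides GSI vs T0 none was called by edgeR, with 4437 lower and 5630 higher at an unadjusted p under 0.05, and DESeq2 called 7898. Without T0 replicate 1 edgeR called 21033 guides, and without T0 replicate 2 it called 5497. Without T0 replicate 1 the mediator complex list GSI vs T0 (adjusted p = 0.120) and the proteasome list GSI vs T0 (adjusted p = 0.0806) lost their calls.

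GSI against DMSO is the comparison the screen was made for, the search for genes whose loss alters growth under the inhibitor. Guides against the spliceosome were higher with GSI than with DMSO, by a median of 0.18 on the log2 scale (adjusted p = 0.00364, camera; adjusted p = 0.0802 with an estimated correlation). This list had fallen from T0 in both arms, and its level relative to T0 was −0.70 ± 0.04 with DMSO and −0.36 ± 0.11 with GSI (SD, n = 3 each, exact p = 0.1, the smallest possible). Of its 44 genes, 32 had a positive fold change and 12 a negative one. None was called, over all genes or adjusted over the list alone, by RRA on edgeR guide tests, with 7 higher at an unadjusted p under 0.05. U2AF2, which binds the polypyrimidine tract, stood at 0.76 (adjusted p = 0.821), SNRPF at 0.68 (adjusted p = 0.963) and SNRNP200, the U5 helicase, at 0.51 (adjusted p = 0.963). The call of the spliceosome list GSI vs DMSO was lost without GSI replicate 1, the library with the VPS33B guide (adjusted p = 0.108, median 0.14), and with a mean count of at least 50 (adjusted p = 0.0781, median 0.14), and over 16 alternatives the adjusted p ran from 0.000596 to 0.124. Scaling by library totals shifted the median of all genes to −0.22 and that of the spliceosome to −0.05, so that the list stood 0.18 above all genes there, against 0.20 with median-ratio factors.

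**Figure D1:**
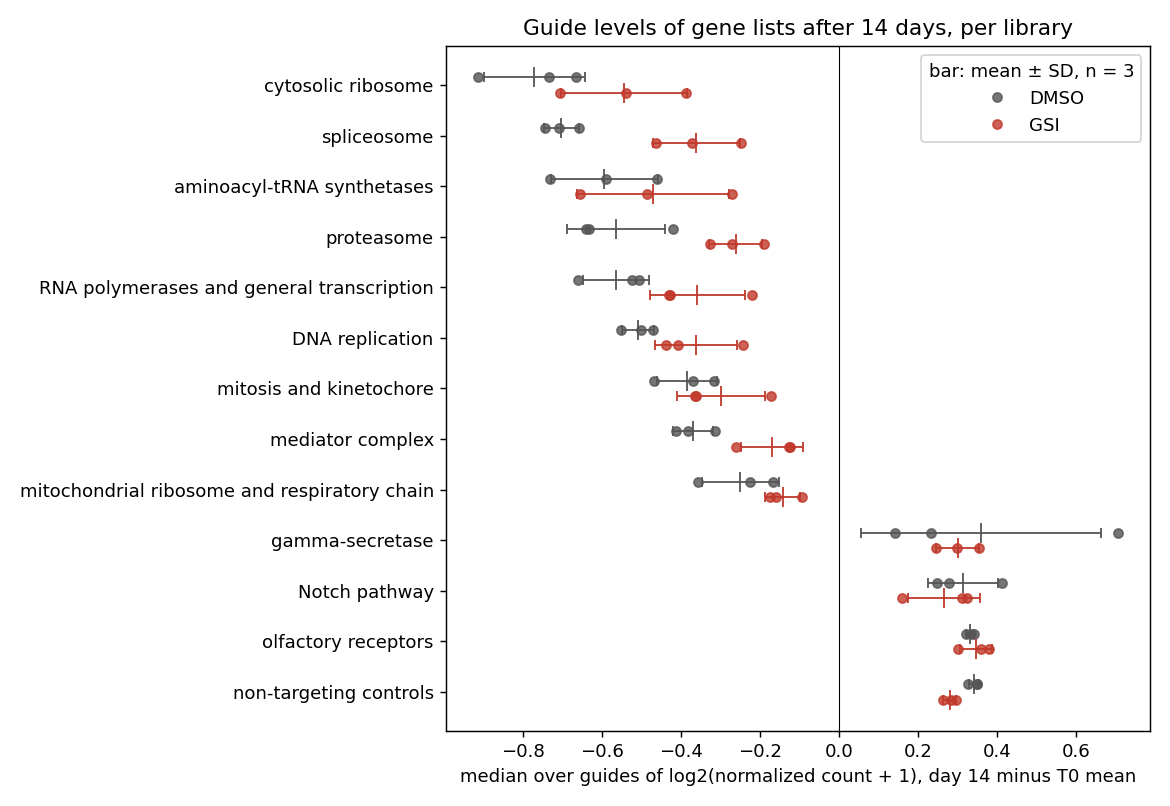
Level of 13 gene lists in each day 14 library, as the median over guides of the log2 normalized count plus 1, relative to the mean of the T0 libraries. Points are libraries (DMSO grey, GSI red) and bars are the mean ± SD (n = 3). The spliceosome stood at −0.70 ± 0.04 with DMSO and −0.36 ± 0.11 with GSI, and olfactory receptors at 0.33 ± 0.01 and 0.35 ± 0.04.

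The ribosome (median 0.17) and the proteasome (median 0.18) had an adjusted p of 0.0503 each in GSI against DMSO, with 3 ribosomal genes and 1 proteasome gene higher adjusted over the list alone and 0 over all genes. Their levels relative to T0 were −0.77 ± 0.13 with DMSO and −0.54 ± 0.16 with GSI for the ribosome (SD, n = 3 each, exact p = 0.2), and −0.57 ± 0.12 and −0.26 ± 0.07 for the proteasome (exact p = 0.1). With an estimated correlation the adjusted p was 0.264 for the ribosome and 0.251 for the proteasome. The cytosolic ribosome list GSI vs DMSO was called without GSI replicate 2 (adjusted p = 0.00793) or DMSO replicate 1 (adjusted p = 0.0361), the proteasome list GSI vs DMSO without GSI replicate 3 (adjusted p = 0.0131), and both with library totals (adjusted p = 0.00654 and 0.00760), with all 8 libraries in a joint fit (0.0246 each) and with totals without the top guide (0.0432 each). Over 16 alternatives the adjusted p ran from 0.00654 to 0.482 for the ribosome and from 0.00760 to 0.464 for the proteasome. The further lists were not called. Their adjusted p was 0.252 for the mitochondrial list, 0.281 for both RNA polymerases and mitosis, 0.300 for tRNA synthetases, WNT, γ-secretase and non-targeting controls, 0.337 for DNA replication, 0.384 for mediator and 0.462 for stem cell markers. It was 0.616 for SOX factors, epithelial markers and Hippo signalling, 0.830 for ERBB/RAS/MAPK, 0.888 for PI3K/AKT/mTOR, polycomb, keratin-associated proteins and microRNA targets, 0.979 for Notch, EMT, dasatinib targets, SWI/SNF, efflux transporters and olfactory receptors, and 0.998 for tumour suppressors. In both the Hippo and the tumour suppressor list, 1 gene, the kinase TAOK1, was higher adjusted over the list alone and 0 over all genes. The non-targeting controls had a median of −0.08 and the olfactory receptors of −0.02.

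No gene passed in GSI against DMSO, with 955 lower and 936 higher of 18569 at an unadjusted p under 0.05 by RRA on edgeR guide tests, and 0 with DESeq2 statistics. By chance 928 genes are expected on each side at that p. No guide passed either, with 1726 lower and 1786 higher at an unadjusted p under 0.05, and 0 by DESeq2. By chance 5842 guides are expected over both sides together, so the guide test was conservative in this comparison. On the low side the first was CCDC66, a microtubule and cilium protein (chromosome 3, 56557161 to 56621837), at −0.92 ± 0.87 with 5 of 6 guides lower and counts of 127.7 ± 17.1 with DMSO and 76.4 ± 18.9 with GSI (SD, n = 3; adjusted p = 0.946). OR2H1 at −0.77 ± 0.38, CMPK2 at −0.82, TRIM65 at −1.09, SYNGR4 at −0.86, ARPP19 at −0.44 and DHDDS at −0.20 shared that adjusted p. On the high side the first was PDP1, which activates pyruvate dehydrogenase (chromosome 8, 93857807 to 93926068), at 1.35 ± 2.26 with counts of 35.4 ± 10.2 against 75.0 ± 26.0 (SD, n = 3; adjusted p = 0.537). RPL32 (chromosome 3, 12834485 to 12841582) stood at 1.93 ± 1.93 with counts of 14.6 ± 9.76 against 40.3 ± 3.25. RNASE3, an eosinophil ribonuclease, was at 0.93 ± 0.32, SMU1, a splicing factor, at 1.68, MTPN at 0.94, C4orf26 at 0.61, TAOK1 at 0.43 and LPPR4 at 0.24, all at that adjusted p. PDP1 was called without GSI replicate 1 (adjusted p = 0.0186), and RPL32 and SMU1 with a MAGeCK-like statistic (adjusted p = 0.0464 each), out of ranges over the alternatives of 0.0186 to 0.851, 0.0464 to 0.974 and 0.0464 to 0.906.

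SOX2, the pluripotency factor that the study followed up from this screen, lay at chromosome 3, 181711925 to 181714436. Its guides had a median log2 fold change of −1.15 ± 0.85 (SD over 4 tested guides), with 3 of 4 lower and mean normalized counts of 82.2 ± 16.6 with DMSO and 48.8 ± 12.0 with GSI (SD, n = 3 each). The adjusted p was 0.946, and SOX2 took rank 146 on the low side. The study chose SOX2 on these libraries, so the result is not independent evidence of its direction. Guide HGLibA_46252 had counts of 101 ± 20.7 with DMSO and 35.9 ± 18.0 with GSI (log2 fold change −1.50), HGLibB_46195 had 83.4 ± 33.2 and 30.0 ± 7.94 (−1.48), HGLibB_46197 had 72.7 ± 41.6 and 41.1 ± 38.2 (−0.83), and HGLibA_46253 had 71.3 ± 44.0 and 88.2 ± 12.9 (0.30). The other guides, 2 in number, had mean raw counts of 4.38 and 5.38 and were not tested. SOX2 counts at T0 were 57.1 ± 60.9 (SD, n = 2), and the fold change from T0 to DMSO was 0.78. The rank rested on single libraries, since it was 6 without GSI replicate 3 and 828 without DMSO replicate 1. Over 22 alternatives the SOX2 fold change ran from −1.49 to −0.26, on both sides of the study's cut of −1.

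**Figure D2:**
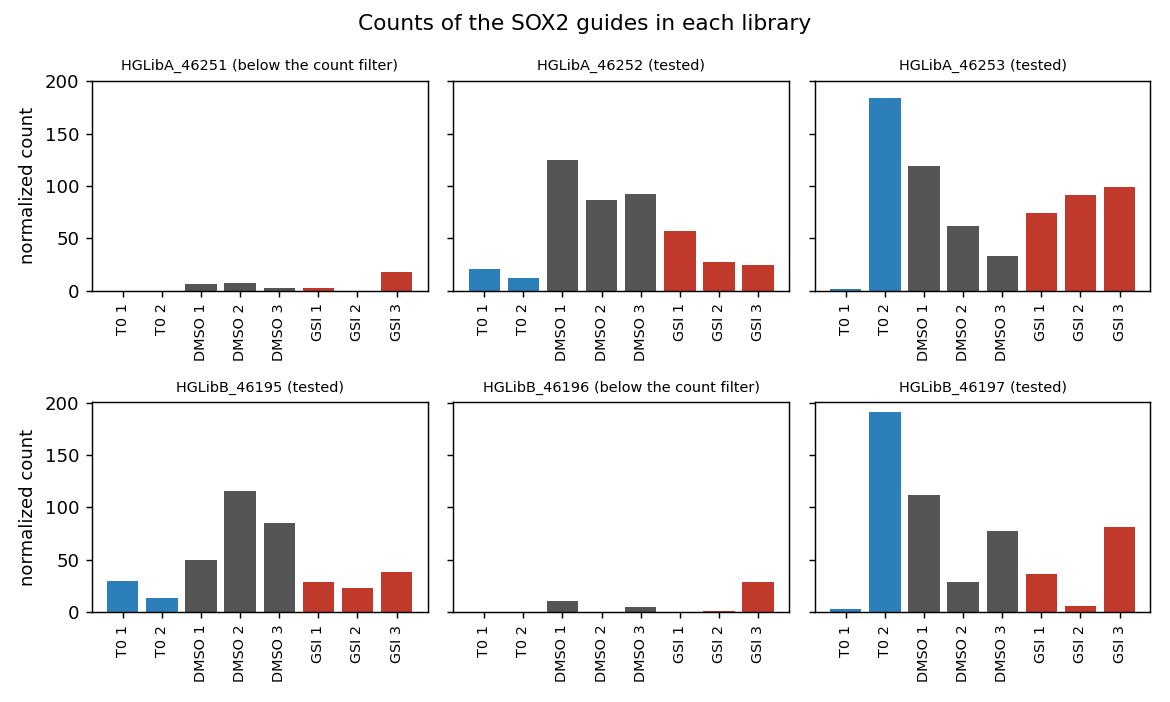
Normalized counts of the 6 SOX2 guides in each of the 8 libraries, with bars starting at 0. The guides HGLibA_46252 and HGLibB_46195 had 101 ± 20.7 and 83.4 ± 33.2 counts with DMSO and 35.9 ± 18.0 and 30.0 ± 7.94 with GSI (SD, n = 3), which did not pass the test, and 2 guides were under the count filter.

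No gene of the inhibitor's target or of its pathway passed. Among γ-secretase genes, PSEN2 stood at −0.34 (adjusted p = 0.951), NCSTN at −0.26 with 6 of 6 guides lower (0.959), APH1A at 0.24 (0.999), APH1B at 0.28 (0.959) and PSENEN at −0.11 (0.997). NOTCH1 stood at 0.09 (adjusted p = 0.999), and for APH1B, PSENEN and NOTCH1 the test differs in sign from the median. RBPJ, the DNA-binding partner of Notch, stood at 0.20 (adjusted p = 0.979). The Notch pathway list had a median of −0.04 and a mean of 0.03, with 19 of 39 genes negative. At the thresholds of the study, an unadjusted p under 0.01 with a log2 fold change under −1 or over 1, 3 genes were lower, SOX2, TRIM65 and HM13, and 27 were higher. HM13, a signal peptide peptidase, was chosen after its values were seen and stood at −1.40 ± 1.14 with counts of 60.3 ± 6.38 with DMSO and 37.2 ± 4.93 with GSI. At the stricter p under 0.001 the counts were 1 lower, TRIM65, and 10 higher. Without GSI replicate 1 the first pair of counts was 34 and 31.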

Values the study reported

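The study reported guides for 21 genes as significantly depleted in GSI relative to vehicle, at P < 0.01 and a log2 fold change below −1. It placed SOX2 among the 3 genes at the top of negative selection after 14 days of GSI at 10 µM. Its methods state P < 0.001 with a log2 fold change above 1 or below −1 as the thresholds for hits.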

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

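The tests of T0 reads and of GSI replicate 1 alone, the pooled list of 7 core complexes, both libraries numbered 1 left out, and the splits for lists, for the study's thresholds and for the spliceosome were chosen only after the results were seen.

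Spliceosome guides changed differently since T0 in the arms, a difference between groups (adjusted p = 0.00364). The call was lost with an estimated correlation (adjusted p = 0.0802 with an estimated correlation) and with both libraries numbered 1 left out (adjusted p = 0.124, out of 0.000596 to 0.124 over 16 alternatives), where the median of the spliceosome list GSI vs DMSO was 0.22, against 0.18 with all libraries. Pooled with 6 other core lists, their level relative to T0 was −0.53, −0.61 and −0.64 in DMSO replicates 1 to 3 and −0.30, −0.44 and −0.43 in GSI replicates 1 to 3 (exact permutation p = 0.1, the smallest possible). Sequencing depth is argued against, since after thinning every library to 9.95 M counts the arms differed by 0.206 (bootstrap interval over genes 0.140 to 0.272; 0.201 before), and so are reads of the sequenced T0 libraries, since GSI replicates 2 and 3 would need 17.1% and 16.8% of them, while guides abundant at T0 allow 0.214% and 1.75%. GSI replicate 1 alone stays open, since the lower of the other GSI libraries (−0.44) lay 0.0911 above the highest DMSO library, with an interval of −0.0199 to 0.170. An effect of the inhibitor on growth may account for the pattern but was not tested here. The study reported no response of these resistant cells to the inhibitor in a proliferation assay, even at the dose of the screen. That report bears on this explanation, but growth of the screen cultures themselves was not tested.

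For GSI against DMSO the 6 libraries make 10 splits, too few for a share under 0.05. The real split called 0 guides, 0 genes lower and 0 genes higher, against at most 1, 0 and 0 in the others. With a real count of 0 all 10 splits are as large by construction, so these counts test nothing. The real split called 1 list against at most 0 in the others, and the unadjusted camera p of the spliceosome was 0.000130 against a lowest of 0.0479, so that in both cases 1 split of 10, the real one, was as large. At the study's thresholds 3 genes were lower and 27 higher, against up to 32 on either side in the other splits, and all 10 had at least 3.

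In the microRNA guides, which lie outside the comparisons of genes, hsa-mir-3937 was higher with GSI than at T0 (adjusted p = 0.0499 over 1349 microRNAs, edgeR guide tests), with a log2 fold change of 4.89 and 4 of 4 guides higher.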

How the results depend on the processing

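The alternatives with both libraries numbered 1 left out, library totals without the top guide, the MAGeCK-like statistic with no guide filter and the pooled core lists were chosen after seeing the data; the others were planned. Where a value below differs from the reported one the cause was not tested, except that leaving out libraries or guides means fewer samples or guides. Where a T0 library is left out, the lone T0 library is assumed to vary like the other groups. Counting depth limits guides with low counts, and SOX2 gives no value at a mean count of at least 50.

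The spliceosome list, called in GSI against DMSO, kept its call in 12 of 16 alternatives and lost it in 4. In DMSO against T0 the called lists kept their direction and side of the threshold in 114 of 117 alternatives and were weaker in 3. The called genes did so in 70 of 111 and were weaker in 41. The genes not called did so in 670 of 673, with 3 stronger, and the lists not called in 222 of 234, with 12 reversed. In GSI against T0 the called lists did so in 93 of 104 alternatives and were weaker in 11. The genes not called did so in 723 of 729, with 6 stronger. The lists not called did so in 229 of 247, with 16 reversed and 2 stronger. Over its 13 alternatives the mitochondrial list GSI vs T0 fell on both sides of the threshold. In GSI against DMSO the genes not called did so in 598 of 616 alternatives, with 15 reversed and 3 stronger. The lists not called did so in 375 of 416, with 32 reversed and 9 stronger. Counts of guides, genes and lists that were called or met the thresholds of the study moved in 48 of 224 alternatives in GSI against DMSO, in 15 of 90 in DMSO against T0, where the non-targeting controls were called in a further 6, and in 11 of 90 in GSI against T0. The measures of library representation kept their side of the threshold in 4 of 4, with the normalized table as the alternative. For total counts the exact p was 0.9 there, against 0.3 on raw counts. The other measures cannot change when each library is multiplied by a constant. The pooled core lists had a camera p of 0.00402 in GSI against DMSO and of 0.0240 with an estimated correlation. Both values are unadjusted, so they cannot be set beside the adjusted p-values of the single lists.

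In guides GSI vs DMSO, library totals called 10. In genes GSI vs DMSO, higher, the MAGeCK-like statistic called 2 and leaving out a library 0 to 1. At the study thresholds with p under 0.01, the lower genes were 38 with both libraries numbered 1 left out, 0 with fry, 25 with library totals, 5 with totals without the top guide, 7 with the mean fold change and 3 to 34 without a library. The higher genes were 58, 42 (MAGeCK-like), 47 (MAGeCK-like with no guide filter), 14 (mean count of at least 50), 60 (mean fold change) and 31 to 70. With p under 0.001, the lower genes were 0 with all 8 libraries in a joint fit, fry, a mean count of at least 50, the replicate block and RRA alpha 0.05, 8 with both libraries numbered 1 left out, 2 with totals and 0 to 5 without a library. The higher genes were 16, 2 (fry), 6 (mean count of at least 50), 16 (mean fold change) and 5 to 12.

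Replicate numbers were not used as pairs, since the labels do not state pairing. Over 3 pairs the correlation over guides of the deviations from the group mean ran from 0.0644 to 0.280. By that measure 6 of 6 libraries were closest to their own number. By Spearman's rho, DMSO replicate 2 was closer to GSI replicate 1 (0.683) than to GSI replicate 2 (0.666). GSI replicate 2 was closest to DMSO replicate 1 (0.678) among the DMSO libraries, and the remaining libraries were closest to their own number. With the block, guides GSI vs DMSO called 0.

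For gene lists GSI vs DMSO, higher, 3 were called with all 8 libraries, 3 with library totals, 3 with totals without the top guide, 0 with both libraries numbered 1 left out, 0 with an estimated correlation, 0 at a mean count of at least 50 and 0 to 2 without a library. The spliceosome list GSI vs DMSO had an adjusted p of 0.124 with both libraries numbered 1 left out, 0.0802 with an estimated correlation, 0.0781 at a mean count of at least 50 and 0.00319 to 0.108 without a library.

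For these named genes the lower p moved to the other side of the test in GSI against DMSO, whatever the sign of the median fold change, and the p-values are those of the reported side. NOTCH1 GSI vs DMSO had 0.516 (fry), 1 (RRA alpha 0.05 and 0.1) and 0.194 to 1 without a library. APH1A GSI vs DMSO had 0.348 to 0.601 without a library, APH1B GSI vs DMSO 0.677 (fry) and 0.0942 to 0.334, PSENEN GSI vs DMSO 0.670 (fry) and 0.170 to 0.804, and SNRNP200 GSI vs DMSO 0.00322 to 0.238. The median fold change of SNRPF GSI vs DMSO ran from −1.29 to 3.34 over 22 alternatives and that of DHDDS GSI vs DMSO from −0.59 to 0.30 over 23, with the lower p on the reported side where the sign turned.

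Lists not called whose camera direction turned in GSI against DMSO had these adjusted p-values. The Notch pathway list GSI vs DMSO had 0.984 (all 8 libraries), 0.953 (library totals) and 0.817 to 0.986 without a library. The EMT factors and mesenchymal markers list GSI vs DMSO had 0.927 (mean count of at least 50) and 0.896 to 0.986. The tumour suppressors and cell cycle inhibitors list GSI vs DMSO had 0.978 (both numbered 1 left out), 0.927 (mean count of at least 50), 0.979 (no guide filter), 0.989 (non-targeting size factors), 0.945 (replicate block) and 0.803 to 0.986. The SWI/SNF complex list GSI vs DMSO had 0.919 (both numbered 1 left out), 0.925 (mean count of at least 50) and 0.817 to 0.986. The drug efflux transporters list GSI vs DMSO had 0.919 (both numbered 1 left out), 0.946 (library totals), 0.945 (replicate block) and 0.468 to 0.960. The olfactory receptors list GSI vs DMSO had 0.919, 0.927, 0.989 (non-targeting size factors) and 0.817 to 0.986. The miRNA targets list GSI vs DMSO had 0.919 and 0.423 to 0.986, and the PI3K, AKT and mTOR signalling list GSI vs DMSO 0.485 to 0.986.

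In guides DMSO vs T0, 34 were called with all 8 libraries in a joint fit, 6615 with DESeq2 and 0 to 8294 without a library. In genes DMSO vs T0, lower, 0 were called with fry, 0 at a mean count of at least 50 and 0 to 8 without a library, and fry called 1 higher. For gene lists DMSO vs T0, higher, 1 was called with an estimated correlation, library totals, a mean count of at least 50 or TMM, and 0 to 1 without a library. That list was the non-targeting guides, DMSO vs T0, with an adjusted p of 0.0289 (estimated correlation), 0.0273 (library totals), 0.0278 (mean count of at least 50), 0.0391 (TMM) and 0.0323 to 0.531 without a library. Lists whose direction turned were the SOX and pluripotency factors list DMSO vs T0 at 0.989 (all 8 libraries), 0.959 (replicate block) and 0.894 to 0.988 without a library, the SWI/SNF complex list DMSO vs T0 at 0.989, 0.918 (mean count of at least 50), 0.959 and 0.514 to 0.953, the breast cancer stem cell markers list DMSO vs T0 at 0.460 to 0.968, the drug efflux transporters list DMSO vs T0 at 0.135 to 0.979 and the miRNA targets list DMSO vs T0 at 0.909 to 0.979.

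In guides GSI vs T0, DESeq2 called 7898, library totals 1 and leaving out a library 0 to 21033. In genes GSI vs T0, lower, 1 was called with DESeq2 statistics, library totals, the MAGeCK-like statistic or a mean count of at least 50, and 0 to 1 without a library, and for genes GSI vs T0, higher, 1 with all 8 libraries. For gene lists GSI vs T0, lower, 0 were called with an estimated correlation. Lists whose direction turned were the breast cancer stem cell markers list GSI vs T0 at 0.947 (replicate block) and 0.818 to 0.993 without a library, the SWI/SNF complex list GSI vs T0 at 0.995 (library totals), 0.942 (mean count of at least 50), 0.973 (no guide filter), 0.979 (non-targeting size factors), 0.947 (replicate block) and 0.497 to 0.885, the gamma-secretase list GSI vs T0 at 0.781 to 0.997, the SOX and pluripotency factors list GSI vs T0 at 0.772 to 0.979, the polycomb repressive complexes list GSI vs T0 at 0.772 to 0.993, the drug efflux transporters list GSI vs T0 at 0.261 to 0.907 and the miRNA targets list GSI vs T0 at 0.499 to 0.908.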

Other observations

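The genes named in the next paragraphs outside the naming rule, the tests of the resemblance of GSI replicate 1 to DMSO replicate 1, of the VPS33B, HNF4A and RBM44 guides, and of the chromosome 3 window were chosen only after the values were seen.

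Single genes of the PI3K/AKT/mTOR, ERBB/RAS/MAPK and Notch lists had low p-values in DMSO against T0, though none passed over all genes and the lists did not pass (adjusted p = 0.267, 0.303 and 0.808, camera). RPTOR and MTOR, the scaffold and kinase of the growth complex mTORC1, had log2 fold changes of −1.65 ± 1.18 (6 of 6 guides lower, adjusted p = 0.167) and −1.62 ± 0.88 (5 of 6, adjusted p = 0.266), and both were called adjusted over the list alone. So was 1 gene of the olfactory receptors, a reference list of genes not needed for growth, in the same comparison. RPTOR had normalized counts of 224 ± 68.9 at T0 (n = 2) and 93.1 ± 21.3 with DMSO (n = 3). MYC, a growth-promoting transcription factor and Notch target, stood at −1.84 ± 2.60 with counts of 100.2 ± 11.2 and 24.9 ± 4.20 (adjusted p = 0.165) and was called in the Notch list alone. NRAS stood at −1.10 (adjusted p = 0.314), PTPN11, a phosphatase upstream of RAS, at −1.95 (adjusted p = 0.410) and ERBB2 at −1.16 (adjusted p = 0.423). In GSI against T0, PTPN11 stood at −1.78 (adjusted p = 0.342) and was the 1 gene of the ERBB/RAS/MAPK list called lower adjusted over the list alone. In the PI3K/AKT/mTOR and Notch lists 0 genes were called in that way in GSI against T0, and 1 microRNA was called higher in the microRNA list.

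For GSI vs DMSO at the study thresholds, p under 0.01, lower, the count by RRA on edgeR guide tests was 3 (0 to 38 over 23 alternatives). It was 25 with library totals, 34 without GSI replicate 1 and 38 with both libraries numbered 1 left out. Library totals shifted the median of all genes to −0.22, against −0.02 with median-ratio factors, while the fold change cut stayed fixed. The reported value is lower than the count quoted from the study above, which lies inside the range of the alternatives, and MAGeCK's own test was not used here. SOX2 took rank 146 on the low side (6 to 828 over 22 alternatives). That is further down than the place quoted from the study above.

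GSI replicate 1 and DMSO replicate 1 resembled each other more than other day 14 libraries did (Spearman's rho over guides 0.828). Reads or cells of DMSO replicate 1 in GSI replicate 1 are a candidate explanation, since among the 8431 guides at 300 or more normalized counts in DMSO replicate 1 the 0.1% quantile of the ratio of GSI replicate 1 to it was 0.256, against at most 0.0731 in the other day 14 libraries. In the reverse direction, reads are argued against, since the VPS33B guide allows at most 0.654% of GSI replicate 1 reads in DMSO replicate 1. Cells of GSI replicate 1 in DMSO replicate 1 were not tested, since the guide may stem from a DNA template. Among guides at 300 or more in GSI replicate 1, the same quantile was 0.0925 for DMSO replicate 1. It was at most 0.0637 in the other day 14 libraries. A replicate number shared between cultures stays open, with a correlation over guides of 0.0359 between the differences of replicates 2 and 3 in the arms. No biological explanation was tested.

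Guides against VPS33B, HNF4A and RBM44 had high counts in several libraries, with VPS33B at 0.0938% to 38.8% of the counts. Its share varied 414-fold over the 8 libraries while the ratio of VPS33B to HNF4A varied 1.16-fold. This constant ratio is consistent with 1 common source of both guides, such as a single clone or a DNA template, and argues against separate expansions of single clones for this pair. Whether RBM44 shares the source stays open, since the ratio of HNF4A to RBM44 ran from 8.13 to 20.8, a 2.56-fold range, while the share of RBM44 varied 223-fold. No biological explanation was tested.

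In a window on chromosome 3 from 10000001 to 15000000, 37 genes outside the core lists had a median change of −0.33 from T0 to day 14, against 0.37 over all 405 windows (permutation p = 0.0160 over 1000 placements). Relative to the genes of the other windows, its level was 0.12 and −0.12 in T0 replicates 1 and 2, −0.42, −0.57 and −0.80 in DMSO replicates 1 to 3 and −0.32, −0.28 and −0.36 in GSI replicates 1 to 3.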
